# Transcriptional profiling of *Saccharomyces cerevisiae* exposed to propolis

**DOI:** 10.1186/1472-6882-12-194

**Published:** 2012-10-24

**Authors:** Patrícia Alves de Castro, Marcela Savoldi, Diego Bonatto, Iran Malavazi, Maria Helena S Goldman, Andresa A Berretta, Gustavo Henrique Goldman

## Abstract

**Background:**

Propolis is a natural product of plant resins collected by honeybees (*Apis mellifera*) from various plant sources. Our previous studies indicated that propolis sensitivity is dependent on the mitochondrial function and that vacuolar acidification and autophagy are important for yeast cell death caused by propolis. Here, we extended our understanding of propolis-mediated cell death in the yeast *Saccharomyces cerevisiae* by applying systems biology tools to analyze the transcriptional profiling of cells exposed to propolis.

**Methods:**

We have used transcriptional profiling of *S. cerevisiae* exposed to propolis. We validated our findings by using real-time PCR of selected genes. Systems biology tools (physical protein-protein interaction [PPPI] network) were applied to analyse the propolis-induced transcriptional bevavior, aiming to identify which pathways are modulated by propolis in *S. cerevisiae* and potentially influencing cell death.

**Results:**

We were able to observe 1,339 genes modulated in at least one time point when compared to the reference time (propolis untreated samples) (*t-*test, *p-*value 0.01). Enrichment analysis performed by Gene Ontology (GO) Term finder tool showed enrichment for several biological categories among the genes up-regulated in the microarray hybridization such as transport and transmembrane transport and response to stress. Real-time RT-PCR analysis of selected genes showed by our microarray hybridization approach was capable of providing information about *S. cerevisiae* gene expression modulation with a considerably high level of confidence. Finally, a physical protein-protein (PPPI) network design and global topological analysis stressed the importance of these pathways in response of *S. cerevisiae* to propolis and were correlated with the transcriptional data obtained thorough the microarray analysis.

**Conclusions:**

In summary, our data indicate that propolis is largely affecting several pathways in the eukaryotic cell. However, the most prominent pathways are related to oxidative stress, mitochondrial electron transport chain, vacuolar acidification, regulation of macroautophagy associated with protein target to vacuole, cellular response to starvation, and negative regulation of transcription from RNA polymerase II promoter. Our work emphasizes again the importance of *S. cerevisiae* as a model system to understand at molecular level the mechanism whereby propolis causes cell death in this organism at the concentration herein tested. Our study is the first one that investigates systematically by using functional genomics how propolis influences and modulates the mRNA abundance of an organism and may stimulate further work on the propolis-mediated cell death mechanisms in fungi.

## Background

Propolis is a natural product of plant resins collected by honeybees (*Apis mellifera*) from various plant sources. It is used by the bees to seal holes in their honeycombs and protect the hive entrance [1-3]. Propolis has been used in folk medicine for centuries. Its chemical composition is quite complex since more than 300 compounds, such as polyphenols, phenolic aldehydes, sequiterpene quinines, coumarins, amino acids, steroids, and inorganic compounds, have been identified in propolis samples. Propolis has cytotoxic [4], anti-herpes virus [5], antitumor [6], radical scavenging [7], antimicrobial [8,9], antiprotozoan [10], and anti-HIV [11] activity and suppressive effects of dioxin toxicity [9]. More recently, evidence has shown that propolis can be used to treat *Candida* fungal infections [12-16].

Recently, we applied the power of *Saccharomyces cerevisiae* as a model organism for studies of genetics, cell biology, and genomics to determine how propolis affects eukaryotic cells at the cellular level [17]. Propolis is able to induce an apoptosis cell death response; however, increased exposure to propolis provides a corresponding increase in the necrosis response. We showed that cytochrome *c* but not endonuclease G (Nuc1p) is involved in propolis-mediated cell death in *S. cerevisiae*. We also observed that the metacaspase *YCA1* gene is important for propolis-mediated cell death. We screened the full collection of about 4,800 haploid *S. cerevisiae* non-essential deletion mutants for propolis sensitivity, and we were able to identify 138 deletion strains that have different degrees of propolis sensitivity compared to the corresponding wild-type strains. Our studies indicated that propolis sensitivity is dependent on the mitochondrial function and that vacuolar acidification and autophagy are important for yeast cell death caused by propolis. Here, we extended our understanding of propolis-mediated cell death in the yeast *Saccharomyces cerevisiae* by applying systems biology tools to analyze the transcriptional profiling of cells exposed to propolis.

## Methods

### Propolis tandardized extract

Propolis Standardized Extract - (EPP-AF®) (Batch 010/08) were industrially produced and kindly provided by Apis Flora Company (RibeirãoPreto/SP – Brazil). The extract was standardized using a propolis blend composed by raw material obtained from several sites of Brazil (Patent number PI 0405483–0, published in Revista de Propriedade Industrial n. 1778 from 01/02/2005). Propolis (blend of raw material) was kept in a freezer for 12 h, ground to a fine powder in a blender. It was then extracted using hydroalcoolic solution (7:3), with dinamic maceration, during 72 hours in ambient conditions (25° ± 5°C), followed by percolation process (1L/min.) and finally by a filtration process using in the first step the propolis biomass like a filter and secondly a 220 mesh stainless steel industrial line filter. Propolis extract obtained presents 11% w/v of dry matter and chemical composition standardized qualitatively and quantitatively by RP-HPLC (C18 Shim-pack, CLC-ODS (M), 25 cm x 4,6 column -with gradient elution with methanol and acidic water pH=2,7, plotted at 275 nm) into compounds: caffeic, *p*-coumaric and cinnamic acids, aromadendrin, isosakuranetin and artepillin C.

### Yeast strain, media and culture methods

The assays were carried out with *S. cerevisiae* yeast strain BY4742 (*MATα; his3*Δ*1; leu2*Δ*0; lys2*Δ*0; ura3*Δ*0*) [18]. The culture medium used was complete medium YPD (2% w/v glucose, 1% w/v yeast extract, 2% w/v peptone). For the microarray assay, the yeast cells were grown for 9 hours (mid-exponential phase) in 50mL of liquid YPD at 30°C with mechanical shaking (200rpm). After this, the cells (~ 2 x 10^7^ cells ml^-1^) were exposed to propolis 0.125% for 5 or 10 minutes. The control for the experiment using propolis 0.125% as a treatment has 0.68% ethanol. Two independent experiments were performed to each array using two different biological samples and dye swap analysis. Cell viability was determined by plating appropriate cell concentrations and counting the number of colonies in comparison to propolis-untreated controls.

### RNA isolation and real-time PCR

For total RNA isolation, the yeast cells were disrupted by vortexing with glass beads and total RNA was extracted with Trizol reagent (Invitrogen, USA). Ten micrograms of RNA from each treatment were then fractionated in 2.2 M formaldehyde, 1.2% w/v agarose gel, stained with ethidium bromide, and then visualized with UV-light. The presence of intact 25S and 18S ribosomal RNA bands was used as a criterion to assess the integrity of the RNA. RNAse free DNAse treatment was carried out as previously described [19]. After this, the total RNA was purification by RNeasy® Mini Kit (Qiagen) and the purified samples were measured in the NanoDrop® 2000 (Thermo Scientific).

### Microarray hybridization

For gene expression analysis commercially-available Agilent whole genome *S. cerevisiae* microarray [Yeast (V2) Gene Expression Microarray, 8x15K] was used. The microarray slides contain 15,208 probes for *S.cerevisiae* (BY4742 strain). The RNA samples obtained under the conditions above described were subjected to cRNA fluorescent labeling. cRNA labeling was performed according to the standard protocol described by Agilient using Two-Color Microarray-Based Gene Expression Analysis (Agilent Technologies, USA). Briefly, for cRNA synthesis and labeling 5 μg of total RNA were used. After labeling, 300 ng of Cy3 and Cy5-labelled cRNAs (specific activity > 8.0 pmol Cy3-Cy5/μg cRNA) was fragmented at 60°C for 30 minutes in a reaction volume of 25 μl containing 1x Agilent fragmentation buffer and 2x Agilent blocking agent following the manufacturer’s instructions. On completion of the fragmentation reaction, 25 μl of 2x Agilent hybridization buffer was added to the fragmentation mixture and hybridized to the *S. cerevisiae* microarrays slides for 17 hours at 65°C in an Agilent G2545A Hybridization Oven and on Agilent Rotator Rack. After hybridization, microarrays were sequentially washed: 1 minute at room temperature with GE Wash Buffer 1 (Agilent) and 1 minute with 37°C GE Wash buffer 2 (Agilent), then a 10 seconds Acetonitrile Wash (Agilent) followed by a 30 seconds Stabilization and Drying Solution wash (Agilent). Slides were immediately subjected to fluorescent detection using fluorescent detection with a GenePix 4000B (Molecular Devices, USA) with simultaneously scanning the Cy3 and Cy5 channels at a resolution of 5 μm. Laser was set at 100% and PMT gain was adjusted automatically for each slide using the program GenePix Pro (Molecular Device) according to the signal intensity of each array. Merged Cy3 and Cy5 TIFF images generated by the GenePix Pro were used to analysis in the Agilent Feature Extraction software (version 9.5.3.1, Agilent) using Linear Lowess algorithm to obtain background subtracted and normalized intensity values. The dye-normalyzed values generated in the Feature Extraction data files were used to upload the software Express Converter (version 2.1, TM4 available at http://www.tm4.org/utilities.html) which conveniently converts the Agilent file format to mev (multi experiment view) file format compatible to the TM4 softwares for microarray analysis (available at http://www.tm4.org/). The mev files were then uploaded in the MIDAS software where the resulting data were averaged from replicated genes on each array, from dye-swap hybridizations for each experiment and from two biological replicates using the tools “flip dye consistency cheking” and “in slides replicates analysis” implemented in MIDAS software. The mev files generated were then loaded in MEV software (MultiExperiment Viewer) where differentially expressed genes were identified using one-class *t*-test (p>0.01). Significantly different genes were those whose mean log_2_ expression ratio over all included samples was statistically different from 0 which indicates the absence of gene modulation. The genes significantly up- or down-regulated in the microarray analysis was subjected to Gene Ontology analysis using the GO Term Finder tool available at the *Saccharomyces* Genome Database (SGD <http://www.yeastgenome.org>).

### Physical protein-protein (PPPI) network design and global topological analysis

The transcriptomic data gathered from yeast BY4742 strain submitted to propolis treatment was used to obtain information about how the under- and overexpressed genes and their products interact in the context of physical protein-protein interactions (PPPI networks) in *S. cerevisiae.* In this sense, the data mining screening and network design of repressed or induced genes-associated PPPI networks was performed using Cytoscape software, version 2.6.3 [20]. For this purpose, we used the PPPI data of *S. cerevisiae* available in the *Saccharomyces* Genome Database ( http://www.yeastgenome.org). The induced and repressed PPPI networks obtained from this first screening were then combined in a unique PPPI network by employing the union function of the Cytoscape core plugin Merge Networks. The union PPPI network was then analyzed with molecular complex detection (MCODE) software [21], a Cytoscape plug-in (at http://apps.cytoscape.org/apps/mcode) in order to detect clusters of proteins that could represent distinct biologic processes. The parameters used for MCODE to generate the sub networks were as follows: loops included; degree cutoff of 2; deletion of single connected nodes from cluster (haircut option enabled); expansion of cluster by one neighbor shell allowed (fluff option enable); node density cutoff of 0.1; node score cutoff of 0.2; *k*-core of 2; and maximum depth of network of 100. The degree of data overlapping between induced- and repressed-associated PPPI networks was obtained from an area-proportional Venn diagram analysis, available at <http://bioinforx.com/free/bxarrays/overlap.php>.

### Network centralities and local topological analyses

Two major network centralities (node degree and betweenness) were computed from the merged network and clusters using the Cytoscape plugin CentiScaPe 1.0 [22]. The local topology of the network, defined as bottlenecks, was obtained from the threshold generated by each centrality calculated by CentiScape 1.0. In this sense, bottlenecks were defined as nodes with a value above the threshold calculated for node degree and betweenness.

### Gene ontology analysis

Gene ontology (GO) clustering analysis was performed using Biological Network Gene Ontology (BiNGO) [23] software, a Cytoscape plugin available at http://chianti.ucsd.edu/cyto_web/plugins/index.php. The degree of functional enrichment for a given cluster and category was quantitatively assessed (*p* value) by hypergeometric distribution [24] and a multiple test correction was applied using the false discovery rate (FDR) [25] algorithm, fully implemented in BiNGO software. Overrepresented biological process categories were generated after FDR correction, with a significance level of 0.05.

## Results and discussion

### Microarray hybridization analysis

To our knowledge, previous to our work there is only a single study in the literature reporting transcriptional profiling for eukaryotic cells exposed to propolis [26]. In this study, propolis was applied for 24 hours to normal human dermal fibroblast and keratinocytes. These authors were able to identify 205 genes important for skin and only 5 (ATP citrate synthase, aquaporin 3, cytochrome *c* oxidase 1, nitric oxide synthase 3, and hydroxylase 3) and 1 (progestone receptor) that appear to be up- and down regulated in both cell lines, respectively. We have been using *S. cerevisiae* as an eukaryotic model system to identify genes that are important for propolis-mediated cell death. As previously shown, when *S. cerevisiae* exponential cells are exposed to propolis 0.125% for 5 and 10 minutes, there is a decreased survival of 24.1 and 6.3%, respectively in comparison to the propolis-untreated control containing only 0,68% ethanol [17]. To gain an insight on which pathways are modulated during *S. cerevisiae* exposure to propolis, we determined its transcriptional profiling. Total RNA extracted from these cultures was used to generate fluorescent-labeled cRNAs for competitive microarray hybridizations. All the controls for further experiments using propolis 0.125% as a treatment have 0.68% ethanol (reference samples). We have compared the mRNA expression of the *S. cerevisiae* BY4742 strain grown for 9 hours and exposed to 0.125% propolis for 5 and 10 minutes with yeast cells exposed to 5 and 10 minutes 0.68% ethanol. In these experiments, the main aim was to focus on genes that have increased or decreased mRNA expression. 

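The competitive hybridizations comprised 8 arrays, 4 for each time point. At 5 and at 10 min, RNA from 2 different samples of cells exposed to propolis was hybridized against RNA from cells exposed to ethanol only, and each pair of RNA samples was hybridized on 2 arrays with the dyes exchanged. These dye-swapped arrays measured the same RNA and were counted as 1 biological replicate, so that each time point had n = 2 and the experiment had 4 biological replicates. The authors processed the scanned arrays with Agilent Feature Extraction 9.5.3.1, which subtracted the background and normalized the dyes by linear lowess, and the processed signal of every spot in each dye was used here. Each array held 13048 spots, 536 of them controls. The other spots covered 6256 genes, each with 1 probe of 60 bases on 2 spots. The median processed signal was between 688 and 966 units per dye and array, with a median of 796, and between 79.1% and 91.3% of the spots were well above background. Between 0 and 52 spots per array were saturated and were kept. Between 0 and 3 were outliers and were left out.

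The ratio of both signals was turned to propolis over ethanol on every array and averaged on the log2 scale over the spots of a gene and then over both arrays of a replicate. A gene was tested when it had a value in all 4 replicates and was well above background, in propolis or in ethanol, on at least 2 of the 4 arrays of a time point. This left 5768 genes and took out 488. The flip dye consistency check of the MIDAS software was not repeated. The ratios were tested against 0 with limma, with a coefficient for each time point and 1 spread over both, and the p-values were adjusted by the Benjamini-Hochberg method. A gene is called modulated when the adjusted p was under 0.05. The number of arrays limits the precision. An exact test that exchanges signs cannot give a p under 0.5 with 2 replicates or under 0.125 with 4, and the smaller p-values come from the spread that limma shares across genes. Across genes, which are not independent replicates, the ratios of the dye-swapped arrays of one RNA pair had a Pearson correlation between 0.777 and 0.864. The correlation was 0.911 between the replicates of 5 min and 0.685 between those of 10 min. All arrays were on 1 slide, so that no slide effect can be tested.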

The full dataset was deposited in the Gene Expression Omnibus (GEO) from the National Center of Biotechnology Information (NCBI) with the number GSE33971 ( http://www.ncbi.nlm.nih.gov/projects/geo/query/acc.cgi?acc=GSE33971). 

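At 5 min, 2328 genes were modulated, 1134 with higher and 1194 with lower mRNA in propolis than in ethanol. At 10 min, 1709 genes were modulated, 852 higher and 857 lower. With a trend on gene length removed, 534 genes were higher and 792 lower at 10 min. Both time points shared 1334 of these genes, 1315 of them in the same direction, and 2703 genes were modulated at 5 or at 10 min. The mean ratio over both time points called 3068 genes, 1524 higher and 1544 lower. At an unadjusted p under 0.01, the threshold of the methods, limma counted 2265 genes in at least one time point and 2470 in the mean of both. The ratio had the same sign in all 4 replicates for 3547 genes (61.5% of those tested), a pattern that chance would give to 1 gene in 8.

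The methods' t-test on the same replicate values moved the counts of each time point most. At its own threshold it called 254 genes at 5 min, 122 at 10 min, 370 in at least one time point and 1397 in the mean. After Benjamini-Hochberg adjustment it called 1 gene at 5 min, 0 at 10 min, 1 in at least one time point and 1724 in the mean. Single replicates of 5 min also moved the counts. Without 5 min replicate 1, limma called 9 genes at 5 min, 295 at 10 min and 1388 in the mean. At the unadjusted threshold it counted 957 in at least one time point and 1282 in the mean. Without 5 min replicate 2, the adjusted counts were 8, 295 and 1466, and those at the unadjusted threshold 1055 and 1312. The lone replicate of 5 min was then assumed to vary like those of 10 min. With each time point fitted alone, limma called 3280 genes at 5 min and 295 at 10 min. The counts of each time point thus depend on the shared spread.

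The difference between 10 and 5 min was tested for each gene in the same limma model. At an adjusted p under 0.05 it called 0 genes, and 573 genes had an unadjusted p under 0.05. A fit of the 8 arrays with a coefficient for the dye called 41 genes. Without 10 min replicate 1 the difference called 81 genes, and without 10 min replicate 2 it called 606. The lone replicate of 10 min was then assumed to vary like those of 5 min, which were closer to each other.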

We were able to observe 1,399 genes modulated in at least one time point (*p-*value 0.01, calculated FDR is 2.1%) when compared to the respective reference time (reference untreated samples obtained under the control experimental conditions, i. e., 2 x 10^7^ cells ml^-1^ exposed only to 0.68% ethanol for 5 or 10 minutes). We have used Gene Ontology (GO) Term Finder analysis aiming to classify the main biological processes associated to the list of the up- and down-regulated genes identified in the microarray hybridizations. In addition, we assessed the probability values of the over-abundance of the GO groups compared to the genomic average in order to gain information about the statistical significance of overrepresented processes (*p*<0.05). 

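GO categories were not tested here, and 17 gene families written down by gene name were tested in their place. Each family's mean ratio over both time points was compared with that of the other genes by limma's camera test, with a preset inter-gene correlation of 0.01. An adjusted p under 0.05 was found for 11 families. The 138 genes of cytosolic ribosomal proteins had a median log2 ratio of 0.47 (adjusted p = 1.05e-11), and 124 of them were above 0. The 24 seripauperin genes had a median of 0.68 (adjusted p = 1.81e-09), and 24 were above 0. The 10 histone genes had a median of 0.33 (adjusted p = 0.0269), with 9 above 0. The 114 genes of ribosome biogenesis had a median of -0.44 (adjusted p = 3.21e-07), with 89 below 0, and the 25 genes of heat shock proteins and chaperones a median of -0.38 (adjusted p = 0.0236), with 19 below 0. No difference was called for the mitochondrial ribosomal proteins (67 genes, median -0.11, adjusted p = 0.346), the proteasome (34 genes, median -0.20, adjusted p = 0.133) or autophagy (35 genes, median -0.08, adjusted p = 0.501). The same held for the hexose transporters (13 genes, median -0.04, adjusted p = 0.919) and DNA replication (52 genes, median -0.10, adjusted p = 0.133). Of the hexose transporters, 5 were called higher and 4 lower, and the 7 that were well above background in both dyes on all arrays had a median of -1.52 (adjusted p = 0.167, between 0.167 and 0.970 over all alternatives). The other families were the drug transporters, the vacuolar ATPase, the oxidative stress genes, the mitochondrial complexes and protein import, and the chromosome segregation genes.

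The choice of test moved these calls most. The rotation test fry tests a family against 0 and not against the other genes. It called the vacuolar ATPase, the proteasome and DNA replication as well, and each of the 11 families but the heat shock proteins. With the correlation within each family estimated from the data, camera called 0 families, with adjusted p between 0.458 and 0.970. With a trend on gene length removed, the histones were no longer called (median 0.03, adjusted p = 0.742) and the mitochondrial ribosomal proteins were (median -0.27, adjusted p = 0.00326). The adjusted p of the histones was 0.0882 without 5 min replicate 2 and 0.0653 without 10 min replicate 2, and between 0.000567 and 0.742 over all alternatives. The adjusted p of the heat shock proteins was 0.116 without 10 min replicate 1 and 0.0689 with normexp background correction and median centring, and between 0.00448 and 0.524 over all alternatives. For the mitochondrial ribosomal proteins this range was 0.00326 to 0.825.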

Table 1 shows the adjusted *p*-values indicating the categories of genes overrepresented in the microarray analysis which are involved in a variety of cellular processes. 

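A mean log2 ratio over both time points of 1 or more, with an unadjusted p under 0.01 in limma, was found for 217 genes, and one of -1 or less for 243 genes. When the size was required at 5 or at 10 min in place of the mean, 451 genes were higher and 351 lower. Normexp background correction lowered the counts, to 109 higher and 106 lower genes with loess normalization and to 143 and 92 with median centring. With the methods' t-test in place of limma there were 116 higher genes at its threshold and 133 after Benjamini-Hochberg adjustment. Among the genes that were modulated, had the same sign in every replicate and were well above background in both dyes on all 8 arrays, the 10 with the largest ratios were YLL056C, SNG1, PDR12, CCW22, CCW12, TPO4, OSI1, BDH2, GRE2 and YDR133C. OSI1 (YKL071W) had a mean of 2.65 (standard error 0.102, adjusted p = 0.000210) and GRE2 (YOL151W) of 2.32 (standard error 0.103, adjusted p = 0.000245). The 10 lowest were TMA10, YOR338W, HXT7, HXT6, NCE103, SLD7, SGF29, MIF2, TOD6 and BFR2. YOR338W fell by 2.31 on the log2 scale (standard error 0.136, adjusted p = 0.000709) and NCE103 (YNL036W) fell by 1.94 (standard error 0.172, adjusted p = 0.00151). SLD7 (YOR060C) and TOD6 (YBL054W) were at -1.86 and -1.76, and BFR2 (YDR299W) was at -1.76 ± 0.10 (SD, n = 2) at 5 min and -1.64 ± 0.96 at 10 min. HXT7 (YDR342C) and HXT6 (YDR343C) were at -2.13 and -1.95, and their probes share a stretch of 36 of 60 bases, so that these ratios are not separate measurements. YDR133C, TMA10 and MIF2 were not called by the methods' t-test on replicate values at its threshold.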

To have a broader view of the most significant modulated genes found in the microarray analysis, we listed the genes having increased or decreased mRNA expression with log ratios ≥ 1 (203 genes) or ≤ 1 (136 genes). These genes were grouped according to the GO identity obtained in Table 1 [Additional file 1: Table A1 shows the genes with log ratios ≥ 1 (203 genes) or ≤ 1 (136 genes), respectively]. 

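Of the 204 induced genes of Table A1, 203 were tested here. YAL069W was not well above background on any array. The median log2 ratio over both time points was 0.95, from 0.71 to 4.31. All 203 were above 0, and 202 of them in each of the 4 replicates. The replicate medians were 0.94 and 1.03 at 5 min and 0.87 and 0.99 at 10 min. The 136 repressed genes had a median of -1.32, from -3.10 to -0.98, and 136 were below 0 in each replicate. The genes at the far ends of both lists, AZR1 and BSC1 (YDL037C), were not well above background in both dyes on all arrays, so that their ratios are not exact. In the lists, 167 induced and 94 repressed genes were well above background throughout. The replicate medians of the repressed genes were -1.46 and -1.34 at 5 min and -1.05 and -1.42 at 10 min. By limma, 203 induced and 136 repressed genes were called over all genes tested, and 203 and 136 when adjusted over the list alone. The study chose the lists on these arrays, so that neither count is independent evidence. A mean ratio of 1 or more was reached by 76 of the listed induced genes, and a ratio of 1 or more at 5 or at 10 min by 128. A mean of -1 or less was reached by 135 of the listed repressed genes. Normexp background correction brought the medians to 0.80 and -1.00 with loess normalization and to 0.79 and -1.01 with median centring.

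Within the induced list, the 15 genes of response to stress and to stimulus had a median of 1.16, the 20 genes of cellular component organization or biogenesis one of 1.02, and the 42 genes of transmembrane transport and localization ranged from 0.72 to 4.31. Within the repressed list, the 21 genes of cell cycle and cell cycle process had a median of -1.35, the 40 genes of RNA metabolic and biosynthetic process one of -1.22, and the 10 genes of transmembrane transport and localization one of -1.54.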

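A set of 20 genes chosen by the authors from the categories of transport and of response to stress was examined gene by gene. They were FLR1, PDR15, AZR1, YOR1, PDR10, PDR12, ENA1, ENA2, VMA21, TPO1, TPO4, ATG22, VMA7 and PKR1, and GRX4, GTT3, TSA2, GTT2, GND2 and TRX1. All 20 were modulated at 5 min, at 10 min and in the mean of both time points, with higher mRNA in propolis in each of the 4 replicates. Without either replicate of 5 min, all were still called in the mean, but 2 at 5 min and 14 at 10 min. Their median log2 ratio was 0.98. The ratio reached 1 in the mean for 9 of them and at 5 or at 10 min for 16. The largest adjusted p in the mean (limma) was 0.00235, of ENA2 (YDR039C). ENA2 had a log2 ratio of 0.72 (standard error 0.0887) and ENA1 (YDR040C) of 0.82 (standard error 0.0896), and whether each probe also binds the other transcript was not tested. ATG22 (YCL038C, AUT4 on the array) had a ratio of 0.81 (standard error 0.0934) and GND2 (YGR256W) of 0.98 (standard error 0.105).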

The Table 2 shows a list of chosen genes presenting higher level of up-regulation in the microarray which were grouped into categories of significantly overrepresented biological process according to the gene ontology ID shown in Table 1. 

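AZR1 (YGR224W), a transporter of the major facilitator superfamily, had a mean log2 ratio over both time points of 4.31 (standard error 0.136, adjusted p = 0.000210 from limma with Benjamini-Hochberg adjustment). Its signal in ethanol was well above background on 2 of 4 arrays at 5 min and 3 of 4 at 10 min. The ATP-binding cassette transporter PDR12 (YPL058C) had a ratio of 3.07 (standard error 0.118, adjusted p = 0.000210). TPO4 (YOR273C) had a ratio of 2.67, PDR15 (YDR406W) of 2.27, TPO1 (YLL028W) of 2.26, FLR1 (YBR008C) of 2.20 and SNQ2 (YDR011W) of 1.82. PDR10 (YOR328W) and YOR1 (YGR281W) were lower, at 0.95 and 0.84, with standard errors of 0.0966 and 0.0984. All 9 genes were above 0 in each replicate, and their largest adjusted p was 0.00209. No difference between 10 and 5 min was called for any of them at an adjusted p under 0.05, and TPO1 had the smallest p (adjusted p = 0.548 by limma). The family of 23 multidrug transporter genes had a median of 0.82 and a mean of 1.20 (camera, adjusted p = 2.86e-08), and 20 of its genes were called higher and 1 lower. Table A1 lists 11 of them as induced and 1 as repressed, and the study chose these on the same arrays.

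**Figure D1:**
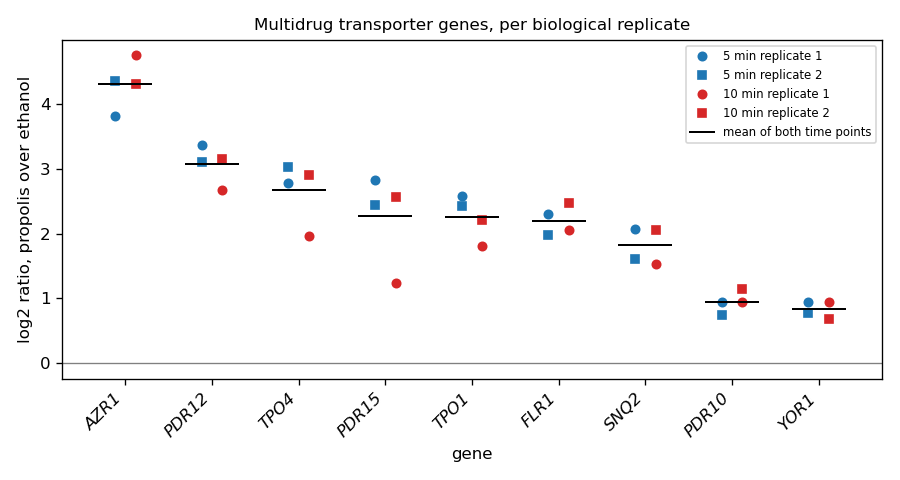
Log2 ratio of propolis over ethanol (vertical axis) of 9 multidrug transporter genes (horizontal axis), one point per biological replicate, with 5 min in blue, 10 min in red, replicate 1 as circles, replicate 2 as squares and a black line at the mean of both time points. All points lie above 0, from AZR1 with a mean of 4.31 to YOR1 with a mean of 0.84.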

Interestingly, inside the enriched category “transmembrane transport and localization” (GO:0055085 and GO:0051179; *p*<0.01), we have observed several genes encoding transporters reported as involved in multidrug resistance (MDR; for reviews see [27-30], suggesting propolis can activate at the transcriptional level the complex set of genes responsible for MDR in *S. cerevisiae* (Table 2 and Additional file 1: Table A1). In addition, we have also observed enrichment for genes encoding proteins important for the assembly of the vacuolar ATPase and the endocytic pathway (Table 2 and Additional file 1: Table A1). 

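VMA21 (YGR105W) had a mean log2 ratio over both time points of 1.27 (standard error 0.103, adjusted p = 0.00143 from limma), PKR1 (YMR123W) of 1.00 (standard error 0.110, adjusted p = 0.00187) and VMA7 (YGR020C) of 0.97 (standard error 0.108, adjusted p = 0.00191). The family of 20 genes of the vacuolar ATPase and its assembly was not called as a whole. Its median ratio was -0.04 and its mean 0.10, of opposite sign, and camera gave an adjusted p of 0.746. Of its genes, 7 were called higher and 7 lower, and Table A1 lists 3 as induced. The family was called higher by fry (adjusted p = 0.0270), which tests it against 0 and not against the other genes. It was also called higher by camera after normexp background correction with median centring (median 0.30, adjusted p = 0.0362). Over all alternatives, with fry among them, its adjusted p was between 0.0270 and 0.816.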

None of the deletion mutants for these transporter encoding genes shown in Additional file 1: Table A1 were observed as more sensitive to propolis, except for *TPO1*[17], indicating a redundant transcriptional response of these genes to propolis. However, we have previously observed that when several genes involved in the assembly of the yeast V-ATPase such as *VPH1*, *VMA3, 4, 5, 11, 22*, *RAV1* and *SOP4* were deleted, the corresponding yeast deletion strains became more sensitive to propolis [17].

**Table 1:** Overrepresented categories of the significantly modulated (up- and down-regulated) genes found in the microarray hybridization based on the genome coverage (p<0.05)

**GOID**	**TERM**	**CORRECTED *P*-VALUE**	**FDR RATE**
GO:0009987	cellular process	3.57E-09	0.00%
GO:0065007	biological regulation	7.91E-09	0.00%
GO:0050794	regulation of cellular process	1.58E-07	0.00%
GO:0050789	regulation of biological process	7.16E-07	0.00%
GO:0051276	chromosome organization	1.30E-06	0.00%
GO:0006996	organelle organization	2.25E-06	0.00%
GO:0071841	cellular component organization or biogenesis at cellular level	2.66E-06	0.00%
GO:0071842	cellular component organization at cellular level	3.14E-06	0.00%
GO:0022402	cell cycle process	3.16E-06	0.00%
GO:0007049	cell cycle	4.76E-06	0.00%
GO:0071840	cellular component organization or biogenesis	5.08E-06	0.00%
GO:0022403	cell cycle phase	5.56E-06	0.00%
GO:0006351	transcription, DNA-dependent	1.13E-05	0.00%
GO:0032774	RNA biosynthetic process	1.28E-05	0.00%
GO:0016043	cellular component organization	1.95E-05	0.00%
GO:0000279	M phase	1.98E-05	0.00%
GO:0007059	chromosome segregation	2.94E-05	0.00%
GO:0010556	regulation of macromolecule biosynthetic process	3.70E-05	0.00%
GO:0060255	regulation of macromolecule metabolic process	4.61E-05	0.00%
GO:0019219	regulation of nucleobase-containing compound metabolic process	4.64E-05	0.00%
GO:2000112	regulation of cellular macromolecule biosynthetic process	4.86E-05	0.00%
GO:0051171	regulation of nitrogen compound metabolic process	4.96E-05	0.00%
GO:0006807	nitrogen compound metabolic process	6.46E-05	0.00%
GO:0051252	regulation of RNA metabolic process	0.000109266	0.00%
GO:0034641	cellular nitrogen compound metabolic process	0.000114855	0.00%
GO:0006325	chromatin organization	0.00011847	0.00%
GO:0009889	regulation of biosynthetic process	0.00012496	0.00%
GO:0031326	regulation of cellular biosynthetic process	0.00012496	0.00%
GO:0000278	mitotic cell cycle	0.000140145	0.00%
GO:0006355	regulation of transcription, DNA-dependent	0.000140184	0.00%
GO:2001141	regulation of RNA biosynthetic process	0.000140184	0.00%
GO:0048285	organelle fission	0.00015597	0.00%
GO:0007067	mitosis	0.000167729	0.00%
GO:0000280	nuclear division	0.000263661	0.00%
GO:0080090	regulation of primary metabolic process	0.000279393	0.00%
GO:0006139	nucleobase-containing compound metabolic process	0.000384242	0.00%
GO:0065003	macromolecular complex assembly	0.001007045	0.00%
GO:0031323	regulation of cellular metabolic process	0.00115049	0.00%
GO:0000087	M phase of mitotic cell cycle	0.001853624	0.00%
GO:0019222	regulation of metabolic process	0.002020633	0.00%
GO:0043933	macromolecular complex subunit organization	0.002159081	0.00%
GO:0050896	response to stimulus	0.002997939	0.00%
GO:0051179	localization	0.003108437	0.00%
GO:0033043	regulation of organelle organization	0.00356682	0.00%
GO:0048523	negative regulation of cellular process	0.003751468	0.00%
GO:0010468	regulation of gene expression	0.004560142	0.00%
GO:0016568	chromatin modification	0.006683962	0.00%
GO:0048519	negative regulation of biological process	0.006744751	0.00%
GO:0034622	cellular macromolecular complex assembly	0.007563808	0.00%
GO:0006950	response to stress	0.009479328	0.00%
GO:0055085	transmembrane transport	0.011885843	0.00%
GO:0006366	transcription from RNA polymerase II promoter	0.01881881	0.00%
GO:0010604	positive regulation of macromolecule metabolic process	0.021216691	0.00%
GO:0034621	cellular macromolecular complex subunit organization	0.024007449	0.00%
GO:0016070	RNA metabolic process	0.026116229	0.00%
GO:0009058	biosynthetic process	0.028171132	0.00%
GO:0051173	positive regulation of nitrogen compound metabolic process	0.032491519	0.00%
GO:0000819	sister chromatid segregation	0.033192255	0.00%
GO:0009893	positive regulation of metabolic process	0.034622731	0.00%
GO:0031325	positive regulation of cellular metabolic process	0.035672319	0.00%

Enrichment analysis was performed using the GO Term Finder available at <http://go.princeton.edu/cgi-bin/GOTermFinder> for searching for significant shared GO terms to describe the gene list of the significantly modulated genes (p<0.05). The input list for the analysis comprised 1,399 representing the total of up-and down-regulated found in the microarray analysis. FDR is the percentage of the GO terms with p-values as good as or better than a particular GO term with this FDR would be expected to be false positives.

**Table 2:** **Selected genes more expressed (log2 ≥ 1.0) during *S. cerevisiae *exposure to propolis according to the GO term finder enrichment analysis (for a complete list of the genes more expressed, see Additional file 1: Table A1)**

**Transmembrane Transport (GO:0055085) and Localization (GO:0051179) (p*<*0.011)**	
FLR1	Multidrug transporter of the MFS, involved in efflux of fluconazole, diazaborine, benomyl, methotrexate, and other drugs
PDR15	ATP binding cassette (ABC) transporter, multidrug transporter and general stress response factor implicated in cellular detoxification
AZR1	Transporter of the MFS, involved in resistance to azole drugs such as ketoconazole and fluconazole
YOR1	ATP-binding cassette (ABC) transporter, multidrug transporter mediates export of many different organic anions including oligomycin
PDR10	ATP-binding cassette (ABC) transporter, multidrug transporter involved in the pleiotropic drug resistance network
PDR12	ATP-binding cassette (ABC) transporter, weak-acid-inducible multidrug transporter required for weak organic acid resistance
ENA1	P-type ATPase sodium pump, involved in Na+ and Li+ efflux to allow salt tolerance
ENA2	P-type ATPase sodium pump, involved in Na+ efflux to allow salt tolerance; likely not involved in Li+ efflux
VMA21	Membrane protein that is required for vacuolar H+−ATPase (V-ATPase) function, although not an actual component of the V-ATPase
TPO1	Polyamine transporter (MFS) that recognizes spermine, putrescine, and spermidine
TPO4	Polyamine transport protein (MFS) recognizes spermine, putrescine, and spermidine
*ATG22*	Vacuolar integral membrane protein required for efflux of amino acids during autophagic body breakdown in the vacuole
VMA7	Subunit F of the eight-subunit V1 peripheral membrane domain of vacuolar H+−ATPase (V-ATPase)
PKR1	V-ATPase assembly factor, functions with other V-ATPase assembly factors in the ER to efficiently assemble the V-ATPase
**Response to Stress (GO:0006950) and Response to Stimulus (GO:0050896) (p<0.009)**	
GRX4	Hydroperoxide and superoxide-radical responsive glutathione-dependent oxidoreductase
*GTT3*	Protein of unknown function with a possible role in glutathione metabolism
TSA2	Stress inducible cytoplasmic thioredoxin peroxidase; cooperates with Tsa1p in the removal of reactive oxygen
GTT2	Glutathione S-transferase capable of homodimerization; functional overlap with Gtt2p, Grx1p, and Grx2p
GND2	6-phosphogluconate dehydrogenase, catalyzes an NADPH regenerating reaction in the pentose phosphate pathway
TRX1	Cytoplasmic thioredoxin isoenzyme of the thioredoxin system which protects cells against oxidative and reductive stress

Earlier, by screening a non essential yeast deletion library, we observed that most of the proteins whose deletion increases the sensitivity of yeast strains to propolis are involved in cell division mechanisms, mitochondrial electron transport chain, vacuolar acidification, regulation of macroautophagy associated with protein target to vacuole, cellular response to starvation, and negative regulation of transcription from RNA polymerase II promoter [17]. We have shown that propolis induces vacuolar acidification and translocation of Atg8p to the vacuoles, one of the hallmarks of autophagy [17]. In *S. cerevisiae*, the vacuole is very important for keeping cellular homeostasis comprising the regulation of intracellular pH and degradation mainly during nutrient limitation of proteins and organelles by autophagy (for reviews, see [31-33]). Cell death induced by acetic acid is increased in *S. cerevisiae VPS* gene deletion mutants (*VPS* genes are involved in homotypic vacuole fusion, vacuolar protein sorting and are essential for normal vacuolar function) [34]. It has been observed that the intracellular pH was acidified in *VPS* mutant cells upon treatment with acetic acid [34]. It is possible the disturbance of the homeostatic pH control may trigger necrosis by release of pro-necrotic proteases, which would find an optimal pH for their enzymatic activity in the acidified cytosol [35]. We have observed genes encoding proteins important for ROS detoxification in *S. cerevisiae* significantly enriched in the microarray hybridization (GO: GO:0006950; Response to Stress and (GO:0050896) Response to Stimulus; Table 2 and Additional file 1: A1; p<0.003) such as *GRX4*, *GTT2, GTT3, TSA2, DFM1,* and *TRX1* with increased mRNA accumulation when *S. cerevisiae* is exposed to 0.125% propolis. 

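The mean log2 ratio over both time points was 1.16 for DFM1 (YDR411C), 1.07 for TSA2 (YDR453C), 0.97 for TRX1 (YLR043C), 0.96 for GTT3 (YEL017W), 0.94 for GRX4 (YER174C) and 0.84 for GTT2 (YLL060C), with standard errors between 0.0908 and 0.129. All 6 were higher in propolis in each of the 4 replicates, and the largest adjusted p was 0.00228 (limma). GTT2 was at 0.65 ± 0.01 (SD, n = 2) at 5 min and 1.02 ± 0.26 at 10 min, and TSA2 at 0.83 ± 0.05 and 1.30 ± 0.23. The difference between the time points was not called for either gene (adjusted p = 0.679 and 0.538 by limma). The family of 36 genes of oxidative stress defence had a median log2 ratio of 0.51 (camera, adjusted p = 1.89e-05), with 30 genes above 0, 22 called higher and 2 called lower. With a trend on gene length removed, the median of the family was 0.27, and it was still called (camera, adjusted p = 0.000418). Table A1 lists 7 of its genes as induced.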

Interestingly, there is also an increased mRNA accumulation of genes encoding proteins involved in the generation of ATP into the mitochondria, such as *ATP17*, *ATP18*, *ATP19*, *ATP20*, *ATP21*, and *COX8* grouped in the category of cellular component organization or biogenesis at cellular level (GO:0071841; Table 2 and Additional file 1: Table A1; *p* < 2.66 x10^-6^). 

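The mean log2 ratio over both time points was 1.29 for ATP21 (YDR322C-A, TIM11 on the array), 1.19 for ATP20 (YPR020W), 0.96 for ATP18 (YML081C-A), 0.91 for COX8 (YLR395C) and 0.85 for ATP17 (YDR377W), with standard errors between 0.103 and 0.127. ATP19 (YOL077W-A) was at 0.91 ± 0.10 (SD, n = 2) at 5 min and 1.29 ± 0.47 at 10 min, with a standard error of the mean over both of 0.132. Each of the 6 genes was higher in propolis in all 4 replicates, and the largest adjusted p, of ATP17, was 0.00320 (limma). The signal of ATP20 in ethanol was well above background on 2 of 4 arrays at 5 min. In 10 min replicate 2, all 6 genes were lower on the dye-swapped array than on the other. ATP18 was at 0.35 against 1.39 there, ATP20 at 0.37 against 1.67 and COX8 at 0.33 against 1.31. The family of 14 genes of the mitochondrial ATP synthase had a median of 0.48 (camera, adjusted p = 0.00732), that of 24 genes of the respiratory chain complexes a median of 0.53 (adjusted p = 0.00385) and that of 32 genes of mitochondrial protein import a median of 0.37 (adjusted p = 0.00617). Shorter genes had higher ratios on these arrays. With a trend on gene length removed from each replicate, the medians were 0.32, 0.21 and 0.13, and none of these families was called (adjusted p = 0.0871, 0.274 and 0.142). Over all alternatives, the adjusted p of the ATP synthase was between 0.00305 and 0.524, that of the respiratory chain between 0.00199 and 0.524, and that of protein import between 0.00305 and 0.524. Table A1 lists 5 genes of the ATP synthase family as induced, 1 of the respiratory chain and 3 of protein import, and 1 of protein import as repressed.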

There are several conditions where mitochondria-produced ROS have been associated to yeast apoptosis (for reviews, see [35-38]). Propolis at 0.125% can induce ROS formation and it is more lethal when *S. cerevisiae* grows in the presence of glycerol and ethanol as carbon sources [17], suggesting that respiration increases propolis lethality. Interestingly, it was observed as up-regulated into the same enriched category the gene *OYE3* (old yellow enzyme) which was described as involved in increased resistance to H_2_O_2_-induced programmed cell death in yeast [39].

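OYE3 (YPL171C) had a log2 ratio of 2.23 over both time points (standard error 0.0950, adjusted p = 0.000210 from limma). It was 1.95 ± 0.07 (SD, n = 2) at 5 min and 2.52 ± 0.16 (SD, n = 2) at 10 min. The difference of 0.57 between the time points did not pass the adjustment over all genes (adjusted p = 0.377 by limma).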

Moreover, there are several genes related to cell cycle and cell cycle process and chromosome distribution and chromatin silencing that have decreased mRNA accumulation when *S. cerevisia*e is exposed to propolis (Table 3 and Additional file 1: Table A1). 

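All 20 genes of Table 3 were modulated at both time points and in the mean, with lower mRNA in propolis in each of the 4 replicates. Without either replicate of 5 min, all were still called in the mean, but 0 at 5 min and 12 at 10 min. Their median log2 ratio over both time points was -1.28, from -2.21 to -0.98, with adjusted p up to 0.00316 (limma), and 19 of them were at -1 or less. Among the 12 genes grouped under cell cycle, whose median was -1.24, CIN8 (YEL061C) fell by 1.78 on the log2 scale (standard error 0.139, adjusted p = 0.00139) and MCM10 (YIL150C, DNA43 on the array) fell by 1.66 (standard error 0.148, adjusted p = 0.00151). CEP3 (YMR168C) had the smallest change, with replicates at -1.29 and -0.57 at 5 min and -0.97 and -1.10 at 10 min. BRN1 (YBL097W) had the lowest ratio, and its signal in propolis was well above background on 1 of 4 arrays at 5 min and on 0 of 4 at 10 min. At 10 min, where its signal in ethanol was well above background on 3 of 4 arrays, BRN1 mRNA was at least 1.99-fold lower in propolis. This bound sets the mean signal in ethanol against the lowest signal well above background, or the gene's own where higher. CIN8, SPC24, CEP3, HOS2 and MAM1 were also not well above background on every array in propolis. For some of these genes, a replicate value averages arrays that differed widely. In 10 min replicate 1, MAM1 was at 0.35 on the dye-swapped array and at -1.79 on the other. CEP3 was at -0.08 and -1.86 on the same arrays. SGF29 (YCL010C) was at -1.81 (standard error 0.133).

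**Figure D2:**
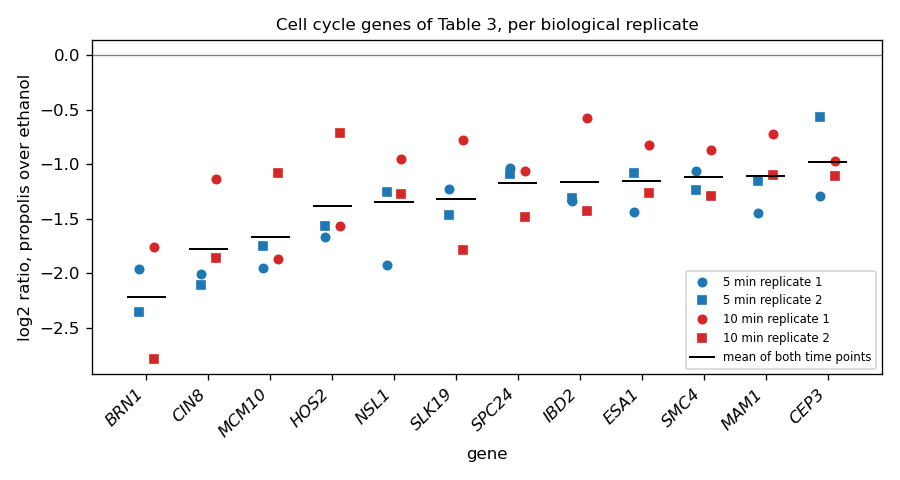
Log2 ratio of propolis over ethanol (vertical axis) of the 12 cell cycle genes of Table 3 (horizontal axis), one point per biological replicate, with 5 min in blue, 10 min in red, replicate 1 as circles, replicate 2 as squares and a black line at the mean of both time points. All points lie below 0, with means from -2.21 (BRN1, whose signal in propolis was close to background) to -0.98 (CEP3).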

The reduced mRNA abundance of these genes suggested propolis is activating transcriptional checkpoint controls involved in the S- and M-phases important for DNA replication and proper chromosome segregation.

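The genes of condensin, cohesin and the kinetochore were also examined as a family. The 46 genes had a median log2 ratio of -0.51 (camera, adjusted p = 1.77e-05), with 38 below 0. By limma, 34 of them were called lower and 6 higher. Table A1 lists 7 of them as repressed and 1 as induced. The family's median was -0.63 and -0.61 in the replicates of 5 min and -0.29 and -0.65 in those of 10 min. SMC4 (YLR086W) of the condensin complex was at -1.12 (standard error 0.110), and the kinetochore genes NSL1 (YPL233W) and SPC24 (YMR117C) were at -1.35 (standard error 0.139) and -1.17 (standard error 0.108). From the reduced mRNA abundance of the genes of cell cycle and chromosome distribution, the paper proposes that propolis activates transcriptional checkpoint controls of the S- and M-phases.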

**Table 3:** **Selected genes less expressed (log2 ≤ −1.0) during *S. cerevisiae *exposure to propolis according to the GO term finder enrichment analysis (for a complete list of the genes less expressed, see Additional file****1****: Table A1)**

**Cell cycle (GO:0007049) and Cell cycle process (GO: 0022402) (*p*< 4.76x10**^**-6**^**)**	
SMC4	Subunit of the condensin complex; reorganizes chromosomes during cell division
*MCM10*	Essential chromatin-associated protein involved in the initiation of DNA replication
CIN8	Kinesin motor protein involved in mitotic spindle assembly and chromosome segregation
IBD2	Component of the BUB2-dependent spindle checkpoint pathway, interacts with Bfa1p and functions upstream of Bub2p and Bfa1p
BRN1	Subunit of the condensin complex; required for chromosome condensation and for clustering of tRNA genes at the nucleolus
CEP3	Essential kinetochore protein, component of the CBF3 complex that binds the CDEIII region of the centromere
SLK19	Kinetochore-associated protein required for normal segregation of chromosomes in meiosis and mitosis
NSL1	Component of the MIND kinetochore complex which joins kinetochore subunits contacting DNA to those contacting microtubules
SPC24	Component of the evolutionarily conserved kinetochore-associated Ndc80 complex
HOS2	Histone deacetylase required for gene activation via specific deacetylation of lysines in H3 and H4 histone tails
ESA1	Catalytic subunit of the histone acetyltransferase complex (NuA4) that acetylates four conserved internal lysines of histone H4
MAM1	Monopolin, kinetochore associated protein involved in chromosome attachment to meiotic spindle
**Chromosome organization (GO:0051276) (p< 1.30x10**^**-6**^**)**	
RLF2	Largest subunit (p90) of the Chromatin Assembly Complex (CAF-1) and Msi1p that assembles newly synthesized histones
SGF29	Probable subunit of SAGA histone acetyltransferase complex
**RNA metabolic process (GO:0016070) and RNA biosynthetic process (GO:0009058) (p< 0.02)**	
LEO1	Component of the Paf1 complex, which associates with RNA polymerase II and is involved in histone methylation
SPT21	Protein required for normal transcription at several loci including HTA2-HTB2 and HHF2-HHT2
*RFM1*	Specificity factor that directs the Hst1p histone deacetylase to some of the promoters regulated by Sum1p
IES2	Protein that associates with the INO80 chromatin remodeling complex under low-salt conditions
IFH1	IFH1 exhibits genetic interactions with FHL1, overexpression interferes with silencing at telomeres and HM loc
NGG1	component of transcriptional adaptor and histone acetyltransferase complexes, the ADA, the SAGA, and the SLIK complexes

### Validation of the microarray hybridization analysis

To validate some of our findings, we have chosen six different genes from our microarray analysis whose mRNA has either increased or decreased abundance when *S. cerevisiae* is exposed to 0.125% propolis. We designed Lux fluorescent probes and used real-time RT-PCR analysis to quantify their expression in a new set of biological replicate of the mRNA isolated from 5 and 10 minutes exposure to 0.125% propolis and compared them with the corresponding 5 and 10 minutes exposure to 0.68% ethanol. We have used as a normalizer control, *TAF10*, a gene encoding a subunit (145 kDa) of TFIID and SAGA complexes, involved in RNA polymerase II transcription initiation and in chromatin modification. Recently, this gene was shown as an appropriate reference gene for quantitative gene expression analysis by real-time RT-PCR [40]. In addition, *TAF10* was not shown as modulated in our microarray hybridization experiments (data not shown). Thus, the measured quantity of a specific gene mRNA in each of the treated samples was normalized using the C_T_ values obtained for the *TAF10* mRNA amplifications run in the same plate. 

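The log2 ratio of TAF10 (YDR167W) was -0.58 and -0.54 in the replicates of 5 min and -0.09 and -0.74 in those of 10 min. By limma the change was not called at 5 min (mean -0.56, adjusted p = 0.0544) or at 10 min (mean -0.42, adjusted p = 0.133). The mean of both time points, -0.49 (standard error 0.129), was called (adjusted p = 0.0225). The methods' t-test on replicate values did not call it, at its threshold or after Benjamini-Hochberg adjustment, while on single arrays it did both ways. The test on single arrays counts both arrays of an RNA pair as independent, so that its p-values can be too small. By limma the adjusted p of the mean was 0.123 without 5 min replicate 1, 0.112 without 5 min replicate 2, and 0.0538 with normexp background correction and median centring, where the ratio was -0.31. Over limma's alternatives it was between 0.000724 and 0.123. The signal of TAF10 was well above background in both dyes on all 8 arrays.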

The results were expressed as the number of times the genes have increased or decreased abundance when the yeast strains were exposed to propolis compared to the ethanol treatment (Figure 1).

**Figure 1:**
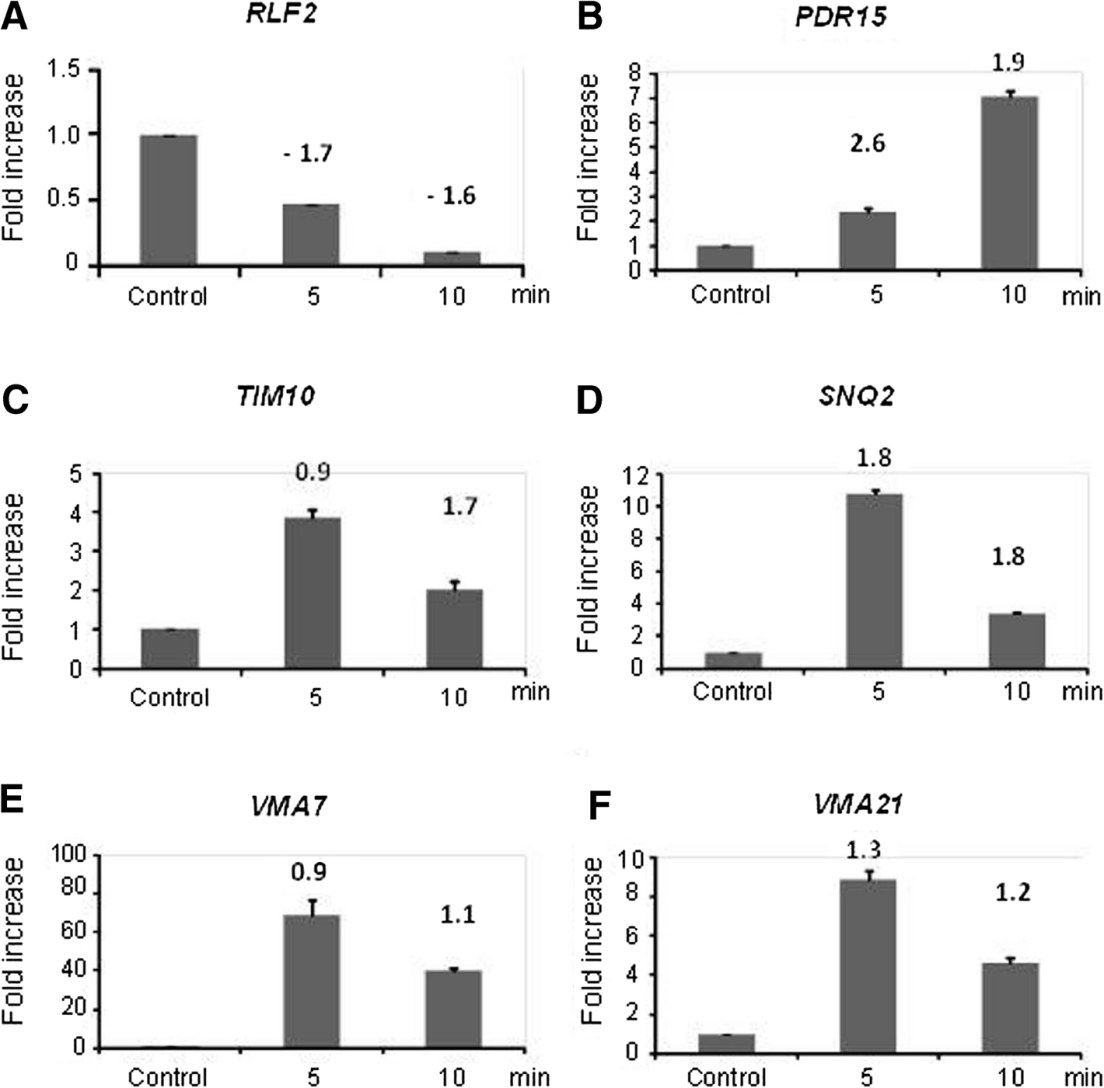
**Real-time RT-PCR for selected genes from the microarray hybridization analysis**. *S. cerevisiae* was grown for 9 hours in liquid YPD at 30°C and the cells (~ 2 x 10^7^ cells ml^-1^) were transferred to fresh liquid YPD and exposed to propolis 0.125% for 5 or 10 minutes. The relative quantitation of *RLF2* (**A**), *PDR15* (**B**), *TIM10* (**C**), *SNQ2* (**D**), *VMA7* (**E**), *VMA21* (**F**) was performed using *TAF10* as normalizer. Gene expression was determined by a standard curve (i.e., C_T_ –values plotted against logarithm of the DNA copy number). The results are the means ± standard deviation of four sets of experiments using completely independent biological replicates. The values above the bars are mean of the log2-ratio obtained in the microarray hybridization experiments.

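On the arrays, the log2 ratio of PDR15 (YDR406W) was 2.63 ± 0.28 (SD, n = 2) at 5 min and 1.24 and 2.57 in the replicates of 10 min. SNQ2 (YDR011W) was at 1.84 ± 0.32 at 5 min and at 1.54 and 2.06 in the replicates of 10 min. TIM10 (YHR005C-A, MRS11 on the array) was at 0.98 ± 0.35 and 1.17 ± 0.28. VMA7 (YGR020C) was at 0.92 ± 0.19 and 1.02 ± 0.24, and VMA21 (YGR105W) at 1.32 ± 0.24 and 1.22 ± 0.12. These SDs are over replicate means and leave out the spread between dye-swapped arrays. In 10 min replicate 2, VMA21 was at 0.53 on the dye-swapped array and at 2.08 on the other. RLF2 (YPR018W) was lower in propolis, at -1.71 ± 0.01 at 5 min and -1.62 ± 0.81 at 10 min. Each of the 6 genes was called at both time points by limma, with adjusted p up to 0.0148. Without either replicate of 5 min, 0 of them were called at 5 min and 6 at 10 min. The methods' t-test on replicate values at its threshold called 1 at 5 min and 0 at 10 min. With a trend on gene length removed, VMA7 was at 0.63 and 0.60, VMA21 at 0.90 and 0.67 and TIM10 at 0.62 and 0.67. No difference between 10 and 5 min was called for them (adjusted p between 0.723 and 0.968 by limma), which with 2 replicates per time point does not exclude one. The real-time RT-PCR was not analysed here.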

Due to the apparent importance of the enriched genes in the categories of (i) cellular component organization or biogenesis; (ii) transmembrane transport; (iii) response to stress/stimulus and (iv) cellular component organization or biogenesis, we evaluated the mRNA abundance of (i) *PDR15* (YDR406W) encoding a transporter involved in multidrug resistance; (ii) *SNQ2* (YDR011W) encoding a plasma membrane ATP-binding cassette (ABC) transporter, multidrug transporter involved in multidrug resistance and resistance to singlet oxygen species; (iii) *TIM10* (YHR005C-A) encoding and essential protein of the mitochondrial intermembrane space, that forms a complex with Tim9p (TIM10 complex) and delivers hydrophobic proteins to the TIM22 complex for insertion into the inner membrane; (iv) *VMA7* (YGR020C) and (v) *VMA21* (YGR105W). These genes respectively encodes the subunit F of the eight-subunit V1 peripheral membrane domain of vacuolar H^+^-ATPase (V-ATPase) and Integral membrane protein that is required for vacuolar H+−ATPase (V-ATPase) function. The gene *RLF2* (YPR018W) was also analyzed but different from the previous chosen genes, *RLF2* was observed as down-regulated in the microarray analysis (Additional file 1: Table A1; Chromosome organization (GO:0051276; *p*<1.3 x10^-6^). *RLF2* encodes the largest subunit (p90) of the Chromatin Assembly Complex (CAF-1) with Cac2p and Msi1p that assembles newly synthesized histones onto recently replicated DNA.

As expected, all five genes that showed increased mRNA abundance (*PDR15*, *TIM10*, *SNQ2*, *VMA7*, and *VMA21*) and decreased mRNA abundance (*RLF2*) in the microarray hybridization analysis grouped in its respective enrichment categories showed corresponding increase and decreased expression in the real-time PCR experiments (Figure 1A-F). This behavior is in accordance with the normalized mean values obtained in the microarray analysis (see values above the Figure 1 graphs for comparison). Thus, it seems that our microarray hybridization approach is capable of providing information about *S. cerevisiae* gene expression modulation with a considerably high level of confidence and is an open source of data for further investigation for the mechanisms of propolis-mediated cell death in all susceptive organisms.

### Systems analysis for propolis exposure

The transcriptomics data obtained submitted to the treatment conditions described in this work prompt us to ask how the underexpressed or overexpressed genes affect different biological processes that are altered during the exposure to 0.125% propolis. In this sense, a search for potential proteins and/or mechanisms and their associated biological processes that are affected by the conditions treatment was initiated. To achieve this goal, two different PPPI networks using yeast transcriptomics data were retrieved from *Saccharomyces* Genome Database (SGD): one associated to repressed genes (136 genes; repressed genes-associated PPPI network) and one associated to induced genes (203 genes; induced genes-associated network). The induced genes-associated PPPI network obtained from SGD contains 1,226 nodes and 2,854 connectors while the repressed-associated gene PPPI network contains 1,412 nodes and 2,782 connectors (Additional file 2: Table A2). Both induced- and repressed-genes associated PPPI networks were analyzed in order to observe the degree of network overlapping by means of an Area proportional Venn diagram. This analysis indicated that the repressed-genes associated PPPI network contains 919 unique proteins, while the induced-genes associated network contains 733 unique proteins, and there are 493 overlapping proteins. Although the degree of network overlapping was not elevated, we decided to merge both networks in a unique graph, containing 2,158 nodes and 5,655 connectors (Figure 2 and Additional file 2: Table A2). Sub networks (clusters) present in the union PPPI network were identified and retrieved using the Cytoscape-associated plugin MCODE and subjected to a Gene Ontology (GO) analysis in order to obtain information about the nature and number of sub graphs belonging to the network and their associated biological processes. The union PPPI network contains eleven interconnected clusters, each comprising different biological processes. GO analysis of the obtained clusters indicated the participation of important biological processes that can be seen in Table 4 and Additional file 3: Table A3. Many of these processes are reflecting the results previously found in the yeast library screening such as cell division mechanisms, mitochondria, vacuolar acidification, negative regulation of transcription from RNA polymerase II promoter (17). In addition, other important processes such as protein transport and membrane organization and biogenesis (Table 4, cluster 3); transcription from RNA polymerase II promoter and transcription, DNA dependent (Table 4, cluster 4), regulation of cell cycle (Table 4, cluster 7); ATP metabolic process, proton transport and vacuolar acidification (Table 4, cluster 9) and response to stress (Table 4, cluster 10) were categories also observed in the microarray hybridization analysis (see Additional file 3: Table A3 for a complete description of genes). It is also important to mention that statistically significant modulated genes could be observed in each of these clusters indicating that the PPPI network could link the transcriptomic analysis to potential biological processes affected by propolis. These genes can be seen in Additional file 3: Table A3 [written in red (repressed) or green (induced)].

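The clusters of Table A3 name 22 induced and 9 repressed genes of the array. All of them were called by limma in the direction listed, in the mean of both time points, and had that direction in each of the 4 replicates. The induced genes had log2 ratios between 0.76 (ESS1 of cluster 8) and 3.07 (PDR12 of cluster 2), with a median of 0.97. The 9 ribosomal protein genes of cluster 1 were between 0.88 (RPL30) and 1.07 (RPL31A), and hybridization between near-identical ribosomal protein genes was not tested. SFK1 of cluster 2 was at 1.79 (standard error 0.188). The repressed genes were between -1.66 (RLF2 of cluster 7) and -1.11 (PAF1 of cluster 10), with a median of -1.20. TAF7 of cluster 4 was at -1.61 (standard error 0.122) and RAD50 of cluster 5 at -1.14 (standard error 0.150). The study chose these genes on the same arrays. The protein interactions behind the clusters were not analysed here.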

**Figure 2:**
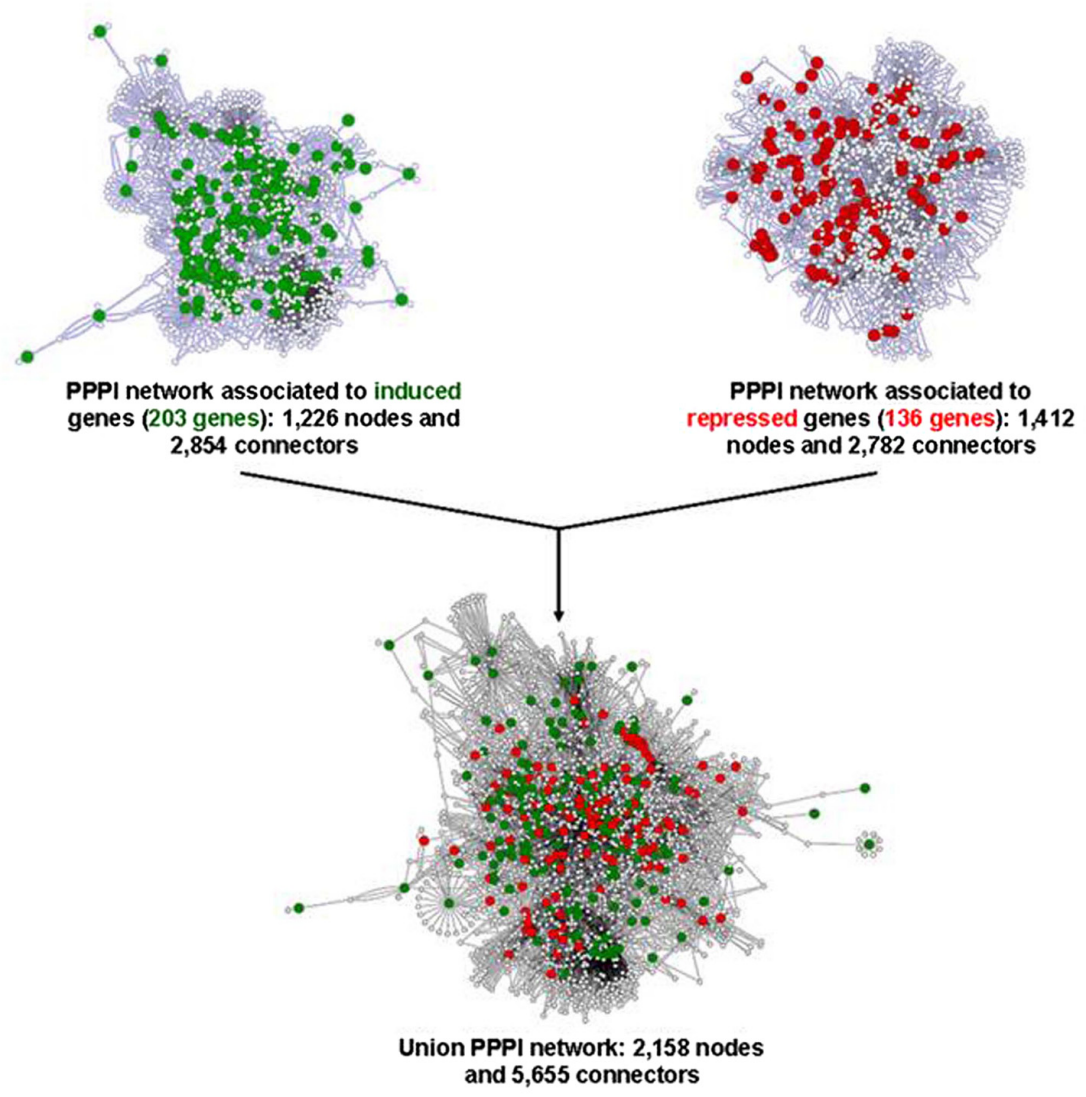
**Design of the union network generated from repressed- and induced-associated gene PPPI networks**. Green nodes indicate proteins of genes that were induced in the array, while red nodes are associated to proteins of genes that were repressed in the array.

**Table 4:** Main specific gene ontology categories observed in clusters derived from union PPPI network

	**Biological process**	**GOID**	***P*-value**^**a**^	**Corrected P value**^**b**^	**k**^**c**^	**ƒ**^**d**^
**Cluster 1**	Translation	6416	2.07 x 10^-45^	2.93 x 10^-43^	45	499
	Ribosome assembly	42255	1.82 x 10^-9^	2.58 x 10^-8^	9	65
	Negative regulation of mRNA processing	50686	8.25 x 10^-3^	3.90 x 10^-2^	1	1
**Cluster 2**	Organic acid transport	15849	2.0594 x 10^-4^	1.4107 x 10^-2^	3	65
	Choline transport	15871	1.8904 x 10^-3^	3.2372 x 10^-2^	1	1
	Betaine transport	15838	1.8904 x 10^-3^	3.2372 x 10^-2^	1	1
	Ethanolamine transport	34229	1.8904 x 10^-3^	3.2372 x 10^-2^	1	1
	Amino acid transport	6865	3.4951 x 10^-3^	4.7047 x 10^-2^	2	48
**Cluster 3**	Mitochondrial transport	6839	1.74 x 10^-10^	3.88 x 10^-9^	5	67
	Mitochondrion organization and biogenesis	7005	2.6080 x 10^-8^	2.9122 x 10^-7^	5	179
	Protein transport	15031	3.7859 x 10^-6^	2.1138 x 10^-5^	5	481
	Membrane organization and biogenesis	16044	3.5801 x 10^-4^	1.0903 x 10^-3^	3	196
**Cluster 4**	Transcription from RNA polymerase II promoter	6366	3.4996 x 10^-11^	3.4296 x 10^-9^	9	162
	Histone modification	16570	1.1400 x 10^-9^	2.2345 x 10^-8^	7	92
	Establishment and/or maintenance of chromatin architecture	6325	2.4536 x 10^-9^	4.3719 x 10^-8^	9	260
	Transcription, DNA-dependent	6351	5.8940 x 10^-9^	8.7746 x 10^-8^	9	287
	G1 phase of mitotic cell cycle	80	1.0490 x 10^-8^	1.2850 x 10^-7^	5	32
	Regulation of RNA metabolic process	51252	1.5270 x 10^-8^	1.5753 x 10^-7^	11	614
	Chromosome organization and biogenesis	7001	1.0393 x 10^-7^	8.8567 x 10^-7^	9	398
	Response to drug	17035	3.3259 x 10^-3^	1.1436 x 10^-2^	3	121
	Cell cycle	7049	1.1244 x 10^-2^	3.5546 x 10^-2^	5	566
**Cluster 5**	DNA catabolic process	6308	7.6846 x 10^-5^	6.1477 x 10^-4^	2	30
	Meiotic recombination	7145	2.8107 x 10^-4^	1.6864 x 10^-3^	2	57
	Double-strand break repair	6302	3.0125 x 10^-4^	1.7012 x 10^-3^	2	59
	M phase of meiotic cell cycle	51327	2.6749 x 10^-3^	7.7814 x 10^-3^	2	176
	Telomere maintenance via recombination	722	9.7652 x 10^-3^	2.5337 x 10^-2^	1	19
**Cluster 6**	ER to Golgi vesicle-mediated transport	6888	6.1201 x 10^-4^	2.5773 x 10^-2^	2	84
**Cluster 7**	Negative regulation of RNA metabolic process	51253	2.4984 x 10^-6^	8.0002 x 10^-5^	4	157
	Negative regulation of transcription	16481	3.1251 x 10^-6^	8.0002 x 10^-5^	4	166
	Heterochromatin formation	31507	3.7388 x 10^-5^	2.9910 x 10^-4^	3	92
	Chromatin silencing	6342	3.7388 x 10^-5^	2.9910 x 10^-4^	3	92
	Gene silencing	16458	5.4046 x 10^-5^	3.8433 x 10^-4^	3	104
	Chromatin modification	16568	5.8205 x 10^-4^	2.8655 x 10^-3^	3	231
	Regulation of cell cycle	74	7.1144 x 10^-3^	1.5701 x 10^-2^	2	160
**Cluster 8**	RNA biosynthetic process	32774	2.4585 x 10^-3^	1.8302 x 10^-2^	2	289
	Transcription	6350	1.0545 x 10^-2^	4.8996 x 10^-2^	2	598
**Cluster 9**	Intracellular pH reduction	51452	4.8791 x 10^-5^	6.6815 x 10^-4^	2	24
	Vacuolar acidification	7035	4.8791 x 10^-5^	6.6815 x 10^-4^	2	24
	Regulation of intracellular pH	51453	5.3028 x 10^-5^	6.6815 x 10^-4^	2	25
	Proton transport	15992	1.1756 x 10^-4^	9.1538 x 10^-4^	2	37
	Cellular homeostasis	19725	2.1588 x 10^-3^	6.8004 x 10^-3^	2	158
	Ion transport	6811	2.3248 x 10^-3^	6.9745 x 10^-3^	2	164
	ATP metabolic process	46034	1.2324 x 10^-2^	2.9858 x 10^-2^	1	24
**Cluster 10**	Histone methylation	16571	1.2655 x 10^-9^	1.0504 x 10^-7^	5	17
	Regulation of transcription	45449	5.8795 x 10^-8^	2.0914 x 10^-6^	12	631
	Post-translational protein modification	43687	3.6875 x 10^-7^	3.9921 x 10^-6^	10	454
	Chromosome organization and biogenesis	7001	1.7266 x 10^-5^	9.3463 x 10^-5^	8	398
	Regulation of conjugation with cellular fusion	31137	4.4395 x 10^-3^	1.3481 x 10^-2^	2	31
	Ethanol biosynthetic process during fermentation	43458	6.5202 x 10^-3^	1.7647 x 10^-2^	1	2
	Response to stress	6950	1.2590 x 10^-2^	2.9574 x 10^-2^	6	632
	Glycolytic fermentation	19660	2.2645 x 10^-2^	4.6218 x 10^-2^	1	7
**Cluster 11**	Chromosome organization and biogenesis	7001	1.1865 x 10^-3^	2.9377 x 10^-2^	5	398
	DNA repair	6281	1.2413 x 10^-3^	2.9377 x 10^-2^	4	228
	Mitotic cell cycle	278	3.2147 x 10^-3^	4.5671 x 10^-2^	4	295
	Histone acetylation	16573	3.4260 x 10-3	4.5671 x 10^-2^	2	40

^*a*^*P* values were calculated by the hypergeometric distribution of one ontology class visualized in the network.

^*b*^ Calculated values based on *P* values obtained after FDR was applied.

^*c*^ Total number of proteins found in the network which belong to a gene ontology.

^*d*^ Total number of proteins that belong to a specific gene ontology.

Based on data gathered from this initial systems biology tools analysis, we decided to get more information about the major nodes involved in the information of the network using network centralities. Network centralities allow us to identify nodes (and the consequent biological processes) that have a relevant position in the overall network architecture [41]. Centralities have been recently applied to quantify the centrality and prestige of actors in social networks [41] and to understand the structure and properties of complex biological, technological and infrastructural networks [42,43]. Many of the nodes in a given network that show elevated values of centrality are important points of vulnerability, indicating that any attack to these nodes could introduce strong perturbations in the network. Node degree represents the simplest centrality measure in a given network, corresponding to the number of nodes adjacent to a given node, where adjacent means directly connected [22]. The node degree represents the “popularity” of a given node, and highly connected nodes in a network are termed hubs. Next, betweenness is a measure that indicates to what extent a specific node is between all other nodes within the network [44]. In a general sense, betweenness show the influence of a node over the spread of information throughout the network. On the other hand, bottleneck is a local topologic data that is defined as all nodes with high betweenness values and different nodes degrees, indicating that those nodes are central points that control the communication between other nodes within the network [45,46]. The measures of betweenness and node degree allow us to define the bottleneck nodes. Bottleneck nodes correspond to highly central proteins that connect several complexes or are peripheral members of central complexes, being important communication points between two complexes [46]. Mostly of bottleneck nodes tend to be essential proteins in a network [46].

The centrality analysis of union network indicated the presence of 419 bottleneck nodes; 99 of these bottleneck nodes correspond to proteins of genes that were induced in array and 92 that were repressed in array (see Additional file 4: Table A4, spreadsheet 1). The centrality analysis was also made for the 11 clusters (Additional file 4: Table A4, spreadsheet 2). This analysis showed the presence of important bottleneck nodes in the clusters. Several genes that encode many of these proteins characterized as Bottleneck nodes (i. e. essential proteins in a network) were previously described in Tables 2, 3 and Additional file 1: Table A1 once again highlighting the significance of the biological process identified as involved in response and cell tolerance to propolis. Thus, the main bottleneck nodes can be observed in Table 5 and are related to the following biological processes: cellular component organization or biogenesis, transmembrane transport, response to stress (referring to genes induced in the microarray analysis) and chromosome organization, cell cycle, RNA metabolic process (referring to genes repressed in the microarray analysis). To verify the biological processes associated with these genes, see Additional file 1: Table A1.

**Table 5:** Selected bottleneck nodes observed in the union PPPI network

Bottleneck nodes of genes that were found as induced in microarray*	Bottleneck nodes of genes that were found as repressed on microarray*
TIM10	BRN1
RLF2	SMC4
VMA7	RFM1
VMA21	CEP3
ATP17	MAM1
ATP18	NSL1
ATP20	SPC24
AZR1	SLK19
PDR12	ESA1
TPO1	IFH1
TPO4	HOS2
YOR1	LEO1
DFM1	SGF29
GRX4	NGG1
TRX1	IES2
TSA2	
GTT2	
GTT3	
PKR1	
ENA2	
SOP4	

* Indicates genes that were significantly up- or down-regulated in the microarray analysis.

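The 21 genes in the induced column of Table 5 were all modulated in the mean of both time points, 20 with higher and 1 with lower mRNA in propolis. The gene with lower mRNA was RLF2. The median log2 ratio of the column was 0.97. SOP4 (YJL192C) had a mean of 0.86 (standard error 0.112, adjusted p = 0.00269 from limma). The 15 genes of the repressed column were all modulated and lower, with a median of -1.20, and 14 of them had a mean of -1 or less. Node degree and betweenness were not analysed here.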

These data express the importance of these pathways in response of *S. cerevisiae* to propolis and confirm a high degree of overlapping in gene function among the microarray hybridization and the system biology analysis. Furthermore, the data obtained here confirms the results achieved through the identification of genes involved in propolis sensitivity by the screening of the *S. cerevisiae* non-essential deletion library previously reported [17].

## Conclusions

Propolis is a complex product derived from plant resins and bee’s saliva. There are several chemical compounds present in this natural product that could potentially be responsible for its antibiotic properties. However, taking into consideration the fact that the cell death effects of propolis could be due to a great combination of chemical compounds and concentrations, we decided to investigate the cell death effects of propolis by concentrating our experiments on alcoholic extracts of propolis In summary, our data indicate that propolis is largely affecting several pathways in the eukaryotic cell. However, the most prominent pathways are related to oxidative stress, mitochondrial electron transport chain, vacuolar acidification, regulation of macroautophagy associated with protein target to vacuole, cellular response to starvation, and negative regulation of transcription from RNA polymerase II promoter. Our work emphasizes again the importance of *S. cerevisiae* as a model system to understand at molecular level the mechanism whereby propolis causes cell death in this organism at the concentration herein tested. Our study is the first one that investigates systematically by using functional genomics how propolis influences and modulates the mRNA abundance of an organism and may stimulate further work on the propolis-mediated cell death mechanisms in fungi.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

PAC and MS performed most of the experiments. PAC, DB, AB, IM, MHSG and GHG performed data analysis. GHG wrote the manuscript; conceived, designed and coordinated this study; and is the principal investigator of this work. All authors read and approved final manuscript.

## Pre-publication history

The pre-publication history for this paper can be accessed here:

http://www.biomedcentral.com/1472-6882/12/194/prepub

## Supplementary Material

Additional file 1 **Table A1.** Genes with increased or repressed mRNA expression and grouped according to the GO identity. Click here for file

Additional file 2 **Table A2.** Induced- and repressed- genes associated PPPI networks. Click here for file

Additional file 3 **Table A2.** Sub networks present in the union PPPI network and their GO analysis. Click here for file

Additional file 4 **Table A4.** Centrality analysis. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

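Yeast cells exposed to 0.125% propolis for 5 or 10 min were compared on arrays with cells exposed to 0.68% ethanol for the same time. The experiment comprised 8 dual-colour arrays on 1 slide, with 2 biological replicates per time point, each hybridized on 2 arrays with the dyes exchanged. Condition, replicate and dye of each array were taken from the sample labels. Arrays of the same RNA pair were counted as 1 replicate. All arrays were on the same slide, and by their position numbers the arrays of a time point lay side by side on it, so that place on the slide and time point cannot be told apart.

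The authors extracted the intensity of each spot in both dyes with Agilent Feature Extraction 9.5.3.1, which subtracted the background and normalized the dyes by linear lowess, and deposited these processed intensities. The deposited series values are the log10 ratio of the processed signals multiplied by a constant, with the dye-swapped arrays already turned by the authors to propolis over ethanol. They were used as an alternative. The median processed signal per dye and array was between 688 and 966, and 85.6% of the spots (median) were well above background. Per array, a median of 6 spots were saturated and a median of 1.50 were outliers. The number of arrays limits the precision of every value.

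From these intensities the log2 ratio of propolis over ethanol was computed for each spot. Control and outlier spots were left out, and saturated spots were kept. Spots, probes and then both arrays of a replicate were averaged. A gene was tested when it had a value in all 4 replicates and was well above background, in the dye of propolis or of ethanol, on at least 2 of the 4 arrays of a time point. A gene counted as above background on an array when at least 1 of its 2 spots was, a rule fixed while the analysis was coded. Of 6256 genes, 5768 were tested. By name, 5756 of all genes on the array were found in the reference gene table (assembly R64), and 5509 of those tested had a length there. Length is that of the gene, with introns, and the table was used for names and lengths only.

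The tests were run in R 4.3.3 with limma 3.58.1, with a coefficient for each time point, the mean of both and their difference, and Benjamini-Hochberg adjustment. The spread was moderated with 3.86 prior degrees of freedom. Gene families were tested with camera, with fry and with an estimated inter-gene correlation as alternatives. The families were the 17 named at the gene family results, written down by gene name. The genes named in the text were those the paper names in its text on the arrays, in Tables 2, 3 and 5 and in Figure 1, with TAF10. To these were added the 10 largest positive and the 10 largest negative mean ratios among modulated genes with the same sign in all 4 replicates and a signal well above background in both dyes on all 8 arrays.

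The mapping of samples, the design, the rule for named genes and most alternatives were chosen before the data were examined. The alternatives were normexp background correction (offset 50) with loess normalization or median centring, the deposited series values, no filter and a stricter filter on dim probes, outlier spots kept, and a trend of the spread on signal. Others were a fit of the 8 arrays with a dye coefficient and the correlation of the arrays of one replicate (0.720), each time point fitted alone, the replicate number as a block, each replicate left out, and removal of a loess trend on log length (span 0.4) from each replicate. The methods' t-test was run on the same replicates and on single arrays. On single arrays it counts both arrays of an RNA pair as independent, so that its p-values can be too small. The paper's methods print its threshold with a greater-than sign, and it was read as p under 0.01. A choice of the brightest probe per gene was void, since each gene has 1 probe. GO enrichment, the flip dye consistency check, the RT-PCR, the protein interaction network and supplementary tables held only in part were not analysed here. The vacuolar genes of the earlier mutant screen were left out of the named genes after their values had been seen, because the sentence that names them is not about the arrays.

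The tests were checked on simulated data, in which 200 of 5768 genes were given known changes. In the simulation each gene had the same spread at both time points, genes varied independently and the noise of single arrays was a fixed value. The real replicates correlated at 0.911 at 5 min and 0.685 at 10 min. The simulation therefore cannot show whether the shared spread holds at 10 min. The test of the mean recovered 152 of them (76%) with 9 false calls, that of 5 min 111 with 4 and that of 10 min 111 with 2. The fit of the 8 arrays with a dye coefficient recovered 190 with 97 false calls, the replicate block 132 with 5, and each time point fitted alone 175 with 31. A false difference between the time points was called for 0 genes by the test used here, 0 with the replicate block and 17 with the dye coefficient, and each time point fitted alone has no test of the difference. Removal of a simulated length trend over 5509 genes brought Spearman's rho with length from -0.903 to -0.0618, which was outside the tolerance first set for it. The check was then changed to Pearson's correlation with log length, which was 0.00218 after the removal.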

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

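The tests of the length trend for ribosome biogenesis, seripauperins, heat shock proteins and histones, and both tests of the genes that Table A1 does not list, were chosen only after the result was seen. The families were picked out after it was known which were called, as those the paper's text on the arrays does not discuss as families. Table A1 lists 21 genes of ribosomal proteins and 6 seripauperins as induced and 13 genes of ribosome biogenesis as repressed, and 0 heat shock or histone genes.

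Genes outside those of Table A1 were among the largest changes, higher or lower in propolis in all 4 replicates by limma. YLL056C was at 4.16 (standard error 0.0944, adjusted p = 7.40e-05), SNG1 (YGR197C) at 3.23 (standard error 0.137, adjusted p = 0.000210) and BDH2 (YAL061W) at 2.55 (standard error 0.211, adjusted p = 0.00143). CCW22 (YDR134C) was at 3.01, CCW12 (YLR110C) at 2.87 and YDR133C at 2.28. TMA10 (YLR327C) was at -2.32 (standard error 0.305, adjusted p = 0.00271) and MIF2 (YKL089W) at -1.78 (standard error 0.229, adjusted p = 0.00261). Dye bias was argued against as the whole cause. The smallest mean of these 8 genes over the 4 arrays of a dye orientation was 1.54 in size, of YDR133C, in the direction of the mean. Single dye-swapped arrays were lower in size, down to 0.60 for YDR133C, -0.67 for TMA10 and 1.00 for CCW12, where the other array of the same RNA pair gave 3.61 for CCW12, so that a dye effect on the size of these ratios stays open. Normalization was argued against too, as 8 of 8 genes were called in the same direction with normexp background correction and loess or median centring. A response to propolis stays open as a hypothesis. By the methods' t-test on replicate values at its threshold, YDR133C, TMA10 and MIF2 were not called. On single arrays they were, but that test counts both arrays of an RNA pair as independent.

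CCW12, CCW22 and YDR133C were high together. Hybridization between their probes stays open. The longest stretch that any pair of the probes shares was 18 of 60 bases, of CCW12 and CCW22, and transcript sequences were not used here, so that shared signal and separate changes cannot be told apart. Their ratios were lower at 10 than at 5 min, by limma with differences of -1.30, -1.14 and -1.50, none of them called (adjusted p = 0.122, 0.177 and 0.209). The reference table lists CCW22 as a pseudogene and does not hold YDR133C.

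The ribosomal protein genes, with a median log2 ratio of 0.47, were higher and the genes of ribosome biogenesis, with a median of -0.44, lower in propolis. Short genes were higher on these arrays, but with the length trend removed both families were still called by camera (adjusted p = 7.97e-09 with a median of 0.30, and 2.97e-06 with a median of -0.48). The length used includes introns, so that for genes with introns the removal does not follow the length of the mRNA. Which ribosomal protein genes hold introns was not examined, and length stays open as a part of their change. Dye bias was argued against by the dye-swapped arrays, with medians of 0.41 and -0.43, and by the arrays with propolis in Cy5, with 0.52 and -0.46. Of 10000 random lists matched on brightness, 0% had a median as high as that of the ribosomal proteins and 0% one as low as that of ribosome biogenesis. Over all alternatives the adjusted p was between 1.94e-27 and 0.524 for the first family and between 9.55e-09 and 0.524 for the second, and with an estimated correlation neither was called. Hybridization between near-identical ribosomal protein genes was not tested. It stays open for that family, and a response to propolis stays open for both.

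The 24 seripauperin genes had a median of 0.68 and were called higher one by one. With the length trend removed the median was 0.31 and the family was still called by camera (adjusted p = 3.54e-05, with a range of 9.47e-10 to 0.458 over all alternatives), so that length was argued against as the whole cause. The median was 0.55 on the dye-swapped arrays and 0.81 on those with propolis in Cy5, and 0% of random lists matched on brightness had a median as high. The genes of this family are near copies of one another. The 4 genes whose probe shares no stretch of 20 bases with another had a median of 0.66, against probes of 20 genes that do. A probe can also bind other transcripts of the family, and transcript sequences were not used here, so that a change of the whole family and one of a few members cannot be told apart.

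The heat shock proteins and chaperones had a median of -0.38. With the length trend removed it was -0.41 and still called by camera (adjusted p = 0.0337). It was -0.36 on the dye-swapped arrays and -0.44 on those with propolis in Cy5, and 0.180% of random lists matched on brightness had a median as low. The call was lost without 10 min replicate 1 (adjusted p = 0.116), with normexp background correction and median centring (0.0689) and by fry (0.0860), within a range of 0.00448 to 0.524 over all alternatives. A response of this family to propolis stays open as a hypothesis.

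The histone genes had a median of 0.33. With the length trend removed it was 0.03 and no longer called by camera (adjusted p = 0.742, within 0.000567 to 0.742 over all alternatives), which is consistent with the trend on gene length as its source. The call was also lost without 5 min replicate 2 (adjusted p = 0.0882) and without 10 min replicate 2 (0.0653). Dye bias was argued against by medians of 0.36 on the dye-swapped arrays and 0.34 on the others. Of random lists matched on brightness, 4.11% had a median as high. This share counts lists above 0 only, so that brightness stays open as a part.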

How the results depend on the processing

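The test of the families between 10 and 5 min, the crossed replicate block, the count in the mean at the unadjusted threshold and the methods' t-test combined with other settings were chosen only after the data were seen.

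No named gene and no family that was called changed direction under an alternative that tested it. Among all genes called in the mean both as reported and with the length trend removed, 1 had the opposite sign. The named genes kept their calls in the mean of both time points under the alternatives that tested them, except TAF10, YDR133C, TMA10 and MIF2. The stricter filter on dim probes tested 61 of the 69 named genes, without AZR1, ATP20, BRN1, CEP3, CIN8, HOS2, MAM1 and SPC24, and the removal of the length trend 68, without YDR133C. With the methods' t-test on replicate values at its threshold TAF10, YDR133C, TMA10 and MIF2 were not called, and after Benjamini-Hochberg adjustment only MIF2 of these was. On single arrays, where both arrays of an RNA pair count as independent, it called all of them. TAF10 also lost its call in the mean with normexp background correction and median centring and without either replicate of 5 min. The log2 ratio of TAF10 was -0.65 without 10 min replicate 1 and -0.33 without 10 min replicate 2.

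The methods' t-test at its threshold called 254 genes at 5 min, 122 at 10 min, 370 in at least one time point and 1397 in the mean. After Benjamini-Hochberg adjustment it called 1, 0, 1 and 1724. On single arrays it called 1109 genes at 10 min at its threshold and 1023 after adjustment, and counts within 1.5 times those reported elsewhere. Combined with no filter on dim probes, the deposited series values or outlier spots kept, it called 1406, 1389 and 1396 genes in the mean. Of genes with a mean of 1 or more it left 116 at its threshold and 133 after adjustment. With each time point fitted alone, 3280 genes were called at 5 min and 295 at 10 min, against 2328 and 1709 with the shared spread. The calls at 10 min thus depend on the spread shared with the 5 min replicates, which were closer to each other. The cause of the other differences was not tested.

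With 1 replicate left out, the lowest and highest counts were 8 and 3280 at 5 min, 295 and 2394 at 10 min and 1388 and 3602 in the mean. At the unadjusted threshold they were 957 and 3153 in at least one time point and 1282 and 3057 in the mean. Calls of named genes at a single time point were lost too. Of 68 called at 5 min and 68 at 10 min, 6 and 48 were called without 5 min replicate 1, the same numbers without 5 min replicate 2, and 5 and 5 by the methods' t-test on replicate values at its threshold. The low counts came without a replicate of 5 min, where the spread was estimated from the 10 min replicates alone. The differences between 10 and 5 min were between 0 and 606 genes, with 81 without 10 min replicate 1. Where a replicate of 10 min was left out, the lone one was assumed to vary like those of 5 min, whose spread was smaller. Normexp background correction left 109 genes at 1 or more and 106 at -1 or less with loess normalization, and 143 and 92 with median centring. With the size met at 5 or at 10 min, 451 genes were at 1 or more. Without 10 min replicate 1, 316 genes were at 1 or more and 323 at -1 or less, and without 10 min replicate 2, 159 and 180. The cause was not tested.

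The difference between 10 and 5 min called 0 genes by limma, and 573 had an unadjusted p under 0.05. It called 23 with normexp and loess, 19 with normexp and median centring, 6 with the stricter filter, 3 with a trend of the spread on signal and 41 with the dye coefficient. On simulated data the dye coefficient fit made 17 false calls of a difference between the time points, and 97 in the mean. The array noise there was a fixed value, so that these numbers need not hold for the real arrays.

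The replicate numbers did not pair the samples. The correlation across genes of the deviations of replicate 1 from the mean of its time point was -0.129 between 5 and 10 min. With the replicate number as a block, limma called 2246 genes at 5 min, 1648 at 10 min, 2925 in the mean, 35 between 10 and 5 min, and 11 families. At the unadjusted threshold it counted 2249 genes in at least one time point, 2442 in the mean, 217 at 1 or more and 244 at -1 or less. With the numbers crossed in the block, the counts of genes in this order were 2748, 2237, 3384 and 224, and 2777, 2854, 217 and 244 at the unadjusted threshold.

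The median of the listed induced genes was 0.80 with normexp and loess, 0.79 with normexp and median centring and 0.83 with the length trend removed. That of the listed repressed genes was -1.00 and -1.01 under the normexp settings. Of the 17 families, camera with an estimated correlation called 0, fry 13 and camera with the length trend removed 8. Each other alternative called 10 or 11. The share of modulated genes in the mean that were higher was 49.7%, and 44.4% with the length trend removed. At 10 min, 534 genes were then higher and 792 lower, and by the methods' t-test at its threshold 79 were higher and 43 lower.

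Signal over background limits the ratios of dim genes. At 5 or at 10 min, 149 of the genes tested were above background on no array in one of propolis and ethanol and on at least 1 array in the other. Without the filter on dim probes 6256 genes were tested, and with the stricter one 4870. A choice of the brightest probe was not run, since each gene has 1 probe, nor was GO enrichment.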

Differences from the paper's values

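The count in the mean at the unadjusted threshold and the methods' t-test combined with other settings were tests chosen only after the result was seen.

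The paper's results text states that 1399 genes were modulated at 5 or at 10 min, and limma at the unadjusted threshold of the methods counted 2265. The paper's abstract prints a different number for this quantity. All comparisons here are with 1399. Among the alternatives set before the data were examined, the counts without 5 min replicate 1 (957), without 5 min replicate 2 (1055) and with the length trend removed (2062) were within 1.5 times the paper's, and the others were not.

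The paper's methods name a one-class t-test of the mean ratio over all samples, so that this test on the mean is the like comparison. Set beside the mean of both time points, the paper's 1399 genes compare with 2470 by limma, which is a different test. The methods' t-test at its threshold gave 1397, and limma gave 1282 without 5 min replicate 1 and 1312 without 5 min replicate 2. The methods' t-test with no filter on dim probes (1406), with the deposited series values (1389) and with outlier spots kept (1396) was chosen after seeing the values. Under the other alternatives the counts differed from the paper's.

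The paper lists 136 repressed genes by size, and 243 genes had a mean of -1 or less here. The count was within 1.5 times the paper's with normexp and loess (106), normexp and median centring (92), the stricter filter on dim probes (172), the methods' t-test at its threshold (182) and after adjustment (202), and without 10 min replicate 2 (180). The other alternatives set before the data were examined gave counts that differed.

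The paper's log2 ratio of TIM10 at 10 min is about 1.7 in Figure 1C, read by eye, and was 1.17 here. It differed under every alternative, from 0.67 with the length trend removed to 1.37 without 10 min replicate 1.

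The paper states that TAF10 was not modulated on the arrays. Its mean log2 ratio over both time points was called by limma here (-0.49, adjusted p = 0.0225), while neither time point alone was. The mean was called by the methods' t-test on single arrays, but not by the methods' t-test on replicate values, by limma with normexp and median centring, or by limma without 5 min replicate 1 or 2. The test on single arrays counts both arrays of an RNA pair as independent. Table 5 gives RLF2 in its induced column, and its ratio was -1.66 here. Table A1 is introduced as the genes past the paper's threshold of size. Of its 203 induced genes tested, 76 had a mean of 1 or more and 128 reached 1 at 5 or at 10 min. The induced sheet has 204 entries, 1 more than the paper's text gives.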

Other observations

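The dye bias test of 10 min replicate 1 and the test of families between 10 and 5 min were chosen only after the result was seen.

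Shorter genes had higher ratios in propolis. Across 5509 genes, which are not independent replicates, Spearman's rho of the mean log2 ratio with gene length was -0.223. By replicate it was -0.0369 and -0.208 at 5 min and -0.381 and -0.243 at 10 min. Dye bias was argued against by rho of -0.211 on the dye-swapped arrays and -0.221 on those with propolis in Cy5. A few families of short genes were argued against by -0.182 over the 4803 genes outside the 17 families, and brightness by a mean of -0.222 within groups of genes of like brightness (from -0.276 to -0.0802). A difference in RNA quality or labelling between propolis and ethanol RNA was not tested and stays open, as does a biological one.

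The genes of Table A1 were tested for the length trend and for dye bias, and neither explained the gap between the lists. With the length trend removed, the medians of the induced and repressed lists were 2.17 apart, against 2.27 as reported. On the dye-swapped arrays the medians were 0.92 and -1.28. The lists were chosen on the same arrays.

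The log2 ratio of TAF10 was -0.57 on the dye-swapped arrays and -0.40 on those with propolis in Cy5, which argues against dye bias as the whole cause. With the length trend removed it was -0.64 (standard error 0.123). Of 3 other normalizations, the one farthest from the value reported gave -0.31, still below 0, where limma's adjusted p was 0.0538, within 0.000724 to 0.123 over limma's alternatives. It was not called without 5 min replicate 1 or 2 (adjusted p = 0.123 and 0.112). Normalization stays open as a part of the change, and a lower level in propolis as a hypothesis.

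10 min replicate 1 was farther from the other replicates, with correlations across genes of 0.539 and 0.610 with those of 5 min, against 0.801 and 0.845 for replicate 2. The correlation of the 10 min replicates was 0.676 with the length trend removed (5 min, 0.927), 0.753 across the brightest genes (5 min, 0.924), and at most 0.675 within one dye orientation (5 min, 0.895). These values argue against length, weak signal and dye bias as the whole cause. A difference between cultures or RNA samples stays open and was not tested.

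Chance cannot be excluded by exchanging the signs of replicates. Of the 8 sign patterns of the 4 replicates, 1 called as many genes in the mean as the real one, that pattern itself, with 3068 genes against at most 0 by limma under the others. So few patterns cannot give a share under 0.05.

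A dye effect at an adjusted p under 0.05 by limma was found for 1028 genes (17.8% of those tested). The dye exchange averages out only a dye effect that is the same on both arrays of an RNA pair. It was not the same in every pair. CCW12 was at 3.71 and, with the dyes exchanged, 3.07 in 5 min replicate 1, and at 3.61 and 1.00 in 10 min replicate 2. Both replicates of 5 min lay on one side of 0 and both of 10 min on the other for 320 genes, 19 of them called at both time points. The difference between the time points called 0 genes by limma (573 at an unadjusted p under 0.05), and 606 without 10 min replicate 2 and 81 without 10 min replicate 1, where the lone replicate was assumed to vary like those of 5 min. The difference between 10 and 5 min called 0 families by camera, 0 by fry and 0 with an estimated correlation, and 3 families had an unadjusted p under 0.05 by camera.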
